# An expression quantitative trait loci-guided co-expression analysis for constructing regulatory network using a rice recombinant inbred line population

**DOI:** 10.1093/jxb/ert464

**Published:** 2014-01-13

**Authors:** Jia Wang, Huihui Yu, Xiaoyu Weng, Weibo Xie, Caiguo Xu, Xianghua Li, Jinghua Xiao, Qifa Zhang

**Keywords:** Gene expression, network construction, phenotype, quantitative genomics, regulation.

## Abstract

The ability to reveal the regulatory architecture of genes at the whole-genome level by constructing a regulatory network is critical for understanding the biological processes and developmental programmes of organisms. Here, we conducted an eQTL-guided function-related co-expression analysis to identify the putative regulators and construct gene regulatory network. We performed an eQTL analysis of 210 recombinant inbred lines (RILs) derived from a cross between two *indica* rice lines, Zhenshan 97 and Minghui 63, the parents of an elite hybrid, using data obtained by hybridizing RNA samples of flag leaves at the heading stage with Affymetrix whole-genome arrays. Making use of an ultrahigh-density single-nucleotide polymorphism bin map constructed by population sequencing, 13 647 eQTLs for 10 725 e-traits were detected, comprising 5079 *cis*-eQTLs (37.2%) and 8568 *trans*-eQTLs (62.8%). The analysis revealed 138 *trans*-eQTLs hotspots, each of which apparently regulates the expression variations of many genes. Co-expression analysis of functionally related genes within the framework of regulator–target relationships outlined by the eQTLs led to the identification of putative regulators in the system. The usefulness of the strategy was demonstrated with the genes known to be involved in flowering. We also applied this strategy to the analysis of QTLs for yield traits, which also suggested likely candidate genes. eQTL-guided co-expression analysis may provide a promising solution for outlining a framework for the complex regulatory network of an organism.

## Introduction

Expression of genes is co-ordinately regulated in space and time in an organism to deliver the gene products when needed, according to developmental programmes and in response to environmental cues (Schmid *et al.*, 2005; Wang *et al.*, 2010b). The ability to reveal the regulatory architecture of genes at the whole-genome scale by constructing a regulatory network is critical for understanding the biological processes and genome function of an organism (Davidson *et al.*, 2002; Bar-Joseph *et al.*, 2003; Shinozaki *et al.*, 2003).

In the past, technical approaches have been developed in two major ways to characterize gene expression regulation. The first is the detection technology of gene expression, ranging from traditional analysis of one gene at a time using Northern blotting, reverse transcription-PCR and real-time quantitative PCR (qPCR), to large-scale analysis of many genes, such as microarrays composed of all the annotated genes in an entire genome (Schena *et al.*, 1995; Tan *et al.*, 2003), and more recently by RNA sequencing (Wang *et al.*, 2009).

In parallel, there has also been the development of approaches to determine regulatory relationships of the genes. It is a common practice in the literature to identify the downstream targets of an altered gene using mutants or nearly isogenic lines (NILs) to analyse expression profiles for genes of interest, and then to expand the regulatory pathways stepwise using more mutants or NILs (Doi *et al.*, 2004; Espinosa-Soto *et al.*, 2004; Xue *et al.*, 2008). Another approach involves co-expression analysis by calculating correlations between genes based on large volumes of expression data, which can also provide useful information on how likely the gene functions are to be related (van Noort *et al.*, 2003; Zhang and Horvath, 2005; Wang *et al.*, 2010b). Expression quantitative trait loci (eQTLs) are genomic regions that regulate the gene expression variations in a population. Analysis of eQTLs that treats the expression values of the genes as a quantitative trait (e-trait) to perform QTL analysis using a genetically segregating population appears to be a useful strategy for suggesting regulatory relationships between genes (Gilad *et al.*, 2008; Kliebenstein, 2009). eQTL analysis can detect genetic elements that regulate the expression variation of the e-trait acting in *cis* if the QTL is located in the vicinity of an e-trait, or in *trans* if it is located in a distant position. Such analysis could suggest the existence of a potential regulator in a genomic region for a gene (Hansen *et al.*, 2008; Kliebenstein, 2009). Moreover, one regulator could be the target of another regulator. Thus, connecting such regulator–target relationships revealed by multiple e-traits and eQTLs of different layers would lead to a net-like structure, providing basic elements for the construction of a regulatory network. More recently, an approach combining eQTL with co-expression analysis was proposed to identify regulator candidates underlying eQTLs, which may greatly refine the resolution of the analysis (Terpstra *et al.*, 2010; Flassig *et al.*, 2013).

We attempted to construct a regulatory network adopting an eQTL-guided co-expression analysis strategy using flag leaf, a tissue that contributes significantly to grain yield as a primary source of carbohydrate production, from a population of 210 recombinant inbred lines (RILs) in rice. We showed that the analysis could identify candidate regulators and their targets down to the level of single genes. We verified the usefulness of this approach using genes in the flowering pathways. The results suggest that this analysis may provide a promising solution for outlining the framework for the complex regulatory network of an organism.

## Materials and methods

### Plant material

The population used in the study contained 210 RILs derived by single-seed descent from a cross between two *indica* rice lines, Zhenshan 97 and Minghui 63. The RILs and two parents were planted in a seed bed and transplanted to an experimental farm at Huazhong Agricultural University in the rice growing seasons in Wuhan, China. Ten seedlings were planted for each of the RILs in two different batches at 45 d apart as two biological replicates. Flag leaves from three random plants of each RIL per replicate were collected at the heading stage (day of the panicle emergence; Supplementary Fig. S1 available at *JXB* online) between 8:00 and 9:30 a.m.

RNA extraction, isolation, and Agilent Bioanalyzer quality testing were conducted for each of the two biological replicates. High-quality RNA samples of the two replicates were mixed (1:1) for cDNA synthesis, labelling, microarray hybridization and scanning. All processes were conducted by CapitalBio Corporation (Beijing, China).

NIL(mh7) and Zhenshan 97, which differ only by an introgressed genome segment, for the network verification were planted and the tissue samples collected in the same way as the RIL population.

### Microarray analysis

R platform (http://www.R-project.org) and ‘Affy’ packages from bioconductor (http://www.bioconductor.org) were applied to manage all the CEL files. Robust multiarray average (RMA) analysis was used for background correction and probe set expression value collection. Probe sets identified by MAS 5.0 algorithm as ‘P’ or ‘M’ for at least one-third of the 210 RILs were employed as e-traits for eQTL analysis.

### eQTL and phenotypic QTL (pQTL) analyses

eQTL and classical pQTL analyses were based on a genetic map consisting of 1619 recombinant bins constructed using high-quality single-nucleotide polymorphisms (SNPs) from resequencing of the 210 RILs (Yu *et al.*, 2011). The R/qtl function *cim* (Broman *et al.*, 2003) was employed for eQTL and pQTL mapping using a 10 cM scan window and five marker covariates (Potokina *et al.*, 2008; Yu *et al.*, 2011). The logarithm of the odds (LOD) threshold for eQTL identification was obtained based on a global permutation test that randomly selects 100 e-traits from all 21 929 e-traits to do 1000 permutations (West *et al.*, 2007; Wang *et al.*, 2010a). The eQTL additive effect and variation explained by the eQTL were determined using the linear QTL model described by Yu et al (2011). With the ultrahigh-density SNP bin map, the LOD thresholds of pQTL analysis for 10 yield-associated traits at *P*=0.05 ranged from 4.76 to 5.10 using 1000 permutation test for each phenotypic trait, with an average LOD value of 4.97. We used 5.0 as the threshold for pQTL identification.

### Real-time PCR analysis

RNA was isolated from NIL(mh7) and Zhenshan 97 rice flag leaves at the heading stage using TRIzol reagent (Invitrogen). First-strand cDNA was synthesized from DNase I-treated total RNA using Superscript III reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. qPCR was performed with gene-specific primers (Supplementary Table S1 available at *JXB* online) in Applied Biosystems ViiA™ 7 using SYBR Premix Ex Taq (Takara) for six biological replicates of each sample. The program was 95 °C for 10 s, followed by 40 cycles of 95 °C for 5 s and 60 °C for 34 s, and relative expression levels were calculated by the 2^–ΔΔCT^ method (Livak and Schmittgen, 2001) compared with levels of expression of the ubiquitin gene.

### Accession codes

The National Center for Biotechnology Information Gene Expression Omnibus microarray data have been submitted under accession number GSE49020.

## Results

### Distribution of e-traits

In total, 44 029 (76.7%) of the 57 194 probe sets on the GeneChip Rice Genome Array each had a locus support in the Rice Genome Pseudomolecules (Release version MSU 6.1) representing 35 885 genes. In addition, 21 929 (49.8%) of the 44 029 probe sets corresponding to 17 934 genes were identified as ‘present’ in more than one-third of 210 RILs using the ‘mas5calls’ algorithm (Liu *et al.*, 2002) and were thus regarded as e-traits. 

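Flag leaf RNA of 210 RILs and of both parents was measured on single-colour Affymetrix rice arrays, with 1 array for each RIL and 3 arrays for each of Zhenshan 97 and Minghui 63, the 2 indica lines from which the population was derived. The RNA of each RIL came from 2 plantings mixed before labelling, so a line has no replicate spread of its own, and the parents are the only genotypes with replicates. The deposited values are RMA expression values on the log2 scale, made by the authors with the Affy package, and they were used without further normalization. Array medians ranged from 5.15 to 5.32 in the RILs, from 5.15 to 5.24 in Zhenshan 97 and from 5.20 to 5.25 in Minghui 63. The values cover 57258 probe sets besides the control ones. Of these, 22436 carried 1 gene symbol in the gene table used, 95 carried several and 34727 were not named in it. Present calls cannot be repeated from RMA values, and the probe sets with the highest median over the RILs (a median of at least 5.98), as many as the e-traits of the paper, stand in for these. Ghd7 and Hd1 have low medians, fall outside this set and were read from the probe sets of Table 3. The parents were compared by limma over all 57258 probe sets, and regulators and targets by Pearson and Spearman correlation over the 210 RILs with permutation p-values from 100000 resamples. Hd3a was read from its whole probe set, whereas the paper recalculated it from selected probes. Probe sequences were not used here, so a sequence difference between a parent and a probe is not told apart from a difference in expression.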

We mapped the e-traits to the ultrahigh-density SNP bin map consisting of 1619 bins (Yu *et al.*, 2011). The distribution of e-traits was highly uneven across the genome (Supplementary Fig. S2 available at *JXB* online), and their numbers in the 1619 bins deviated significantly from the expectation based on physical sizes of the bins as shown by a χ^2^ test (χ^2^=47 264, *P*=2.2E–16) using the *chisq.test* function for a goodness-of-fit test. Further evaluation using the standardized residue (SR), which follows an asymptotical normal distribution, showed that the numbers of e-traits in 274 bins were significantly different from the expectations (Supplementary Table S2 available at *JXB* online). The density of the genes and e-traits in the centromeric and pericentromeric regions was lower than that in other chromosomal regions.

### Genome-wide eQTL mapping

These e-traits were subjected to eQTL analysis based on the ultrahigh-density SNP bin map using composite interval mapping (Zeng, 1993, 1994). We applied an LOD threshold of 4.95 (*P*=0.05), which was determined by a global permutation test, to identify eQTLs. An eQTL was regarded as *cis*-acting if the gene (e-trait) was within the 1.5 LOD-drop support interval (SI) of the corresponding eQTL, or as *trans*-acting if the gene (e-trait) was not located within the 1.5 LOD-drop SI (Keurentjes *et al.*, 2007). These processes eventually resulted in 13 647 eQTLs for 10 725 e-traits (Fig. 1 and Supplementary Table S3 available at *JXB* online), including 5079 *cis*-eQTLs (37.2%) and 8568 *trans*-eQTLs (62.8%) (Table 1). Only one eQTL was detected for 8258 (77.0%) of the 10 725 e-traits, and more than two eQTLs were detected for 407 (3.79%) of the e-traits. 

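Expression of e-traits with a cis-eQTL on chromosome 1 differed between the parents by a median of 0.54 on the log2 scale, with quartiles of 0.22 and 1.09 (651 e-traits), against 0.45 with quartiles of 0.18 and 0.92 for e-traits with a trans-eQTL there (1316 e-traits). Of these, 29.5% and 14.9% differed at an adjusted p under 0.05 from limma with 3 arrays per parent. As a ratio to the SD of each e-trait over the RILs, the median difference was alike, at 1.47 (cis) and 1.49 (trans). At the cis-eQTL with the highest LOD there, a probe set of LOC_Os01g35789 was at 3.22 ± 0.57 (SD, n = 3) in Zhenshan 97 and at 10.85 ± 0.33 (SD, n = 3) in Minghui 63. For LOC_Os01g36820, also with a cis-eQTL, the order was the opposite, with 9.62 ± 0.38 (SD, n = 3) in Zhenshan 97 and 2.99 ± 0.10 (SD, n = 3) in Minghui 63. Among e-traits with a trans-eQTL, the one with the highest LOD was a further probe set of LOC_Os01g35789, at 8.25 ± 0.32 (SD, n = 3) in Zhenshan 97 and at 11.83 ± 0.28 (SD, n = 3) in Minghui 63. The one with the highest LOD and a locus on another chromosome, LOC_Os05g27110, had a parental difference of -0.53 (standard error 0.27, adjusted p = 0.382 from limma). These 4 probe sets were chosen after their values were seen. The eQTLs come from the first 1998 of the 13647 rows of Table S3, which cover chromosome 1 up to Bin157, so no test of cis against trans was run. The shares past the threshold were 17.7% (cis) and 6.53% (trans) without Minghui 63 replicate 1, and for trans also 9.57% without Zhenshan 97 replicate 1 and 8.28% without Zhenshan 97 replicate 3.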

Most of the *cis-*eQTLs had greater LOD values and effects on gene expression than *trans*-eQTLs (Fig. 1 and Supplementary Fig. S3 available at *JXB* online). 

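In the part of Table S3 used here, 651 cis-eQTLs had a median LOD of 26.9 and a median of 40.4% of the expression variation, and 1347 trans-eQTLs had a median LOD of 6.15 and a median of 8.35%. These LOD values and shares are the paper's own. At least 20% of the variation was explained by 497 (76.3%) of these cis-eQTLs and by 77 (5.72%) of these trans-eQTLs.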

Overall, 69.2% of the *cis*-eQTLs each explained ≥20% of the expression variation for the corresponding e-traits, while only 8.79% of the *trans*-eQTLs could explain ≥20% of the expression variation for the corresponding e-traits.

**Fig. 1.**
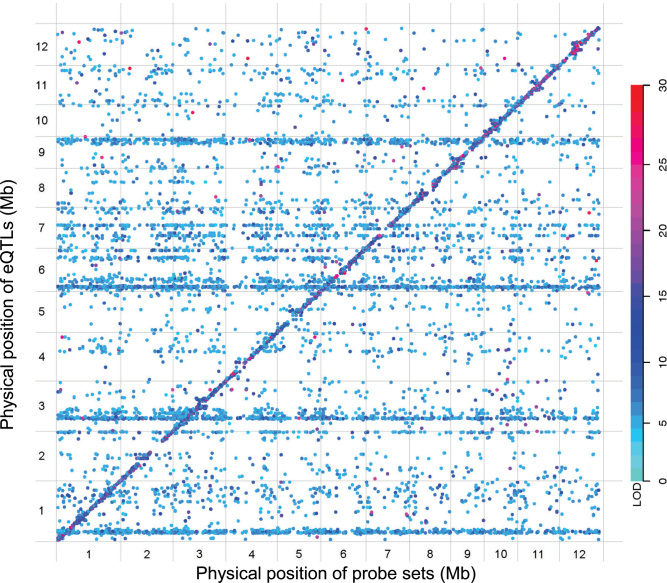
eQTLs identified using flag leaf tissue at the heading stage of RILs from a cross between Zhenshan 97 and Minghui 63. The positions of 13 647 eQTLs for 10 725 e-traits in the genome are shown. The *x*-axis shows the physical positions of expressed probe sets (e-traits) in the genome, and the *y*-axis the physical positions of eQTLs. Each dot represents an eQTL detected. The diagonal indicates possible *cis*-eQTLs, which are co-located with their corresponding probe sets. All the off-diagnal points indicate *trans*-eQTLs. The 12 rice chromosomes are separated by grey lines. The color key reflects the LOD scores (LOD scores >30 are set to 30). Most of the dots in higher scores are located in the diagonal representing *cis*-eQTLs. Multiple horizontal bands (*trans*-eQTL hotspots) are shown on four chromosomes (1, 3, 6, and 9), which suggests that transcript levels for many of the probe sets are associated with the polymorphisms in these regions. LOD scores >4.95 were adopted as the cut-off point for eQTLs.

**Table 1.** Statistics of the eQTLs on each chromosome

Chr.	eQTLs on chr.	*Cis-*eQTL	*Trans-*eQTL	Chr. size (Mb)	Expected^*a*^	SR^*b*^	Chr. size (cM)	Expected^*c*^	SR^*d*^	cM/Mb
1	2563	943	1620	43.3	1588	24.5	201	1684	21.4	4.6
2	929	463	466	35.9	1316	–10.7	175	1473	–14.2	4.9
3	1855	579	1276	36.4	1335	14.3	188	1574	7.1	5.2
4	706	379	327	35.3	1294	–16.4	127	1068	–11.1	3.6
5	608	373	235	29.9	1096	–14.7	116	974	–11.7	3.9
6	2453	410	2043	31.2	1144	38.7	144	1212	35.6	4.6
7	1135	290	845	29.7	1089	1.4	135	1137	–0.1	4.6
8	610	326	284	28.4	1041	–13.4	120	1010	–12.6	4.2
9	1093	356	737	23	843	8.6	107	900	6.4	4.7
10	509	332	177	23.1	847	–11.6	85	716	–7.1	3.7
11	739	380	359	28.5	1045	–9.5	117	980	–7.7	4.1
12	447	248	199	27.5	1008	–17.7	109	918	–15.5	4.0
	13647	5079	8568	372.2	13647		1625	13647		4.4

^*a*^Expected number of eQTLs based on chromosome size from physical map. χ^2^ = 3690.2 (*P* < 2.2e–16) for the test of goodness of fit between the observed and expected numbers of eQTLs on the 12 chromosomes.

^*b*^SR: for physical map, standardized residue [=(observed – expected)/√expected], which follows a normal distribution asymptotically. An absolute SR value >2.33 indicates statistical significance at *P*<0.01. A positive value indicates that the observed number is greater than expected.

^*c*^Expected number of eQTLs based on chromosome size from genetic map. χ^2^ = 2801.18 (*P* < 2.2e–16).

^*d*^SR: standardized residue for genetic map.

### *Trans*-eQTL hotspots

Four chromosomes (1, 3, 6, and 9) had higher numbers of eQTLs than expected based on both physical and genetic maps (Table 1), suggesting possible eQTL hotspots, as indicated by the horizontal bands (*trans*-eQTL hotspots) in Fig. 1. Comparison of observed and expected numbers of *trans*-eQTLs showed that *trans*-eQTLs detected in bins on some chromosomes (1, 3, 6, 7, and 9) were obviously more than the e-traits with *cis*-eQTLs (Supplementary Table S4 available at *JXB* online). We also performed a χ^2^ test for goodness of fit between observed and expected *trans*-eQTLs followed by calculating the SR, and a hypergeometric test for observed *trans*-eQTLs and e-traits with *cis*-eQTLs in the bins. It was found that the numbers of *trans*-eQTLs in 138 bins were significantly more than the expectations based on the sizes of the bins (*P*<0.01) and the numbers of e-traits with *cis*-eQTLs (*P*<0.01) (Supplementary Table S4 available at *JXB* online), indicating both *trans*-eQTL hotspots and coldspots. In particular, the top five bins of the *trans*-eQTL hotspots (Bin851 on chromosome 6; Bin857 on chromosome 6, Bin37 on chromosome 1, Bin 394 on chromosome 3, and Bin1012 on chromosome 7) ranging from 20 to 50kb harboured 439, 190, 169, 124, and 111 *trans*-eQTLs, respectively.

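Bin37 lies from 5.374 to 5.408 Mb on chromosome 1 (MSU 6.1). The 169 e-traits with a trans-eQTL there varied together over the 210 RILs, with a median absolute correlation of 0.516 over their 14196 pairs, against 0.153 for random e-traits. Correlations past the thresholds of 0.60 and -0.52 were reached by 35.9% of these pairs. The median share of variation explained by these trans-eQTLs was 7.98% by Table S3. Among the bins of chromosome 1 up to Bin157, the next was Bin43 with 111 trans-eQTLs. With the first 5 principal components of the RILs removed, the median absolute correlation within Bin37 was 0.127, against 0.0934 for random e-traits, and 0.634% of the pairs passed, against 0.0735% of random pairs on the positive side and 0.02% on the negative side. At thresholds of 0.449 and -0.367, which leave 0.5% of random pairs on either side after the same removal, 2.88% passed.

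**Figure D1:**
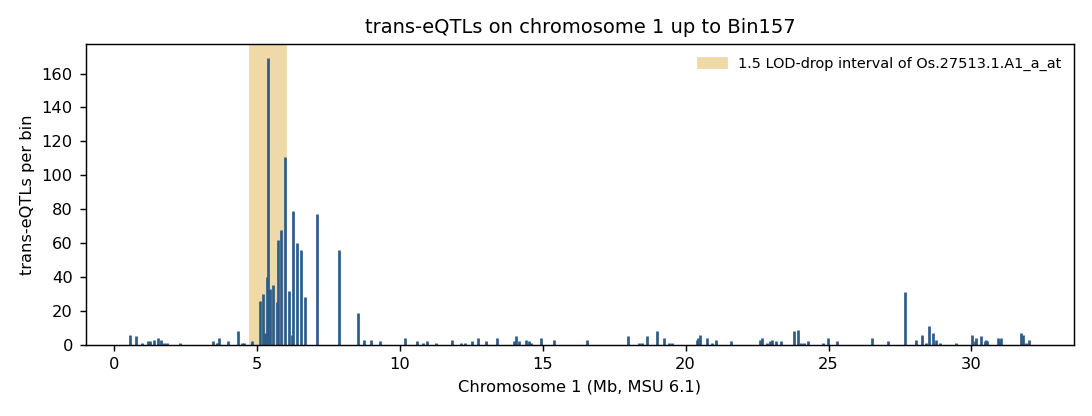
Number of trans-eQTLs per bin (y axis) along chromosome 1 in Mb (x axis), from the rows of Table S3 up to Bin157, with the 1.5 LOD-drop interval of the regulator LOC_Os01g11054 shaded from 4.75 to 6.04 Mb. The tallest line is Bin37 with 169 trans-eQTLs.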

### Identifying candidate master regulators

A regulator at the high-node level in the network, or master regulator, frequently regulates many genes involved in multiple biological processes. We thus reasoned that: (1) such a regulator should correspond to a *trans*-eQTL hotspot, and (2) it should be co-expressed (positively or negatively) with the genes (targets) it regulates. To validate such an assertion and find candidate master regulators, we performed a co-expression analysis by calculating correlations between e-traits with *cis*-eQTLs and e-traits whose *trans*-eQTLs are located in the 1.5 LOD-drop SI of the *cis*-eQTLs (Fig. 2A). The threshold for significant correlations (0.60 and –0.52, *P*<0.01) was appraised based on 1 000 000 pair-wise correlations from two randomly selected groups each containing 1000 e-traits. 

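The draw was repeated on the deposited values, with 1000000 correlations between 2 random groups of 1000 probe sets over the 210 RILs. The percentiles that leave 0.5% of the pairs below and 0.5% above were -0.538 and 0.633, with an SD over 20 draws of 0.00483 and 0.00558. The median correlation was 0.00914. The paper's thresholds were passed by 0.767% of the random pairs on the positive side and by 0.672% on the negative side. After removal of the first 5 principal components, the same percentiles were -0.367 and 0.449.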

Six genes seemed to be putative master regulators, as each was associated with more than 100 genes as the targets (Table 2), and other 27 genes obtained 20–100 candidate targets (Supplementary Table S5 available at *JXB* online). 

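The regulator of Table 2 on chromosome 1, LOC_Os01g11054 (annotated as a phosphoenolpyruvate carboxylase, an enzyme that fixes bicarbonate into oxaloacetate), had 104 targets among 608 e-traits with a trans-eQTL in its interval, 58 with a positive and 46 with a negative correlation. The loci with the highest correlations were LOC_Os07g11110, an epimerase or dehydratase family protein (r = 0.819, rho = 0.785), LOC_Os02g03720, an expressed protein (r = 0.749, rho = 0.729), and LOC_Os04g47290, an amine oxidase (r = 0.721, rho = 0.694). The lowest was with LOC_Os06g40650, a copine (r = -0.640, rho = -0.615). Each of these had a permutation p of 1e-05, the smallest the permutations can give, and an adjusted p as low over the 104 targets, which had been selected on r. Of the 651 e-traits with a cis-eQTL on this part of chromosome 1, LOC_Os01g11054 had the most targets, and 5 others had 20 to 100. This ranking is by number, and a wider interval holds more candidates. The next, LOC_Os01g10080, also in Bin36, had 78 targets among 246 candidates, a higher share. Its cis-eQTL explained 11.5% of the variation by Table S3. At the thresholds of the random pairs computed here LOC_Os01g11054 had 70 targets, also the most, and 0 of the e-traits with a cis-eQTL had over 100. It ranked 3 by overlap of the intervals, 2 by Spearman correlation (65 targets), 1 with blocks of 10 consecutive lines removed (192 targets, an alternative chosen after the values were seen) and 43 with the first 5 principal components removed (2 targets). Removal also narrows the correlations of random pairs, and at their percentiles after it, 0.449 and -0.367, thresholds chosen after the values were seen, it ranked 5 with 9 targets. Its own cis-eQTL explained 5.17% of the variation by Table S3. Counted over all 21928 other e-traits, the regulators of Table 2, named here by their bin, passed the thresholds with 1755 (Bin851), 773 (Bin389), 985 (Bin395), 1568 (Bin857), 944 (Bin853) and 509 (Bin36) probe sets. With blocks of 10 lines removed, the number fell to 572 for Bin395 and rose to 935 for Bin36. The median e-trait passed them with 65, and the 95th percentile was 1483. Some of these regulators passed the thresholds with each other, so their counts can overlap. Bin851 correlated at 0.685 with Bin857 and at -0.595 with Bin36, and Bin389 at 0.709 with Bin395. The other pairs of regulators lay between -0.447 and 0.570. With these components removed, the genome-wide numbers lay between 1 and 38 at the paper's thresholds, and between 0.848% and 2.97% of these e-traits at the percentiles of random pairs after removal. From the number of co-expressed e-traits whose trans-eQTLs lie in the interval of each, the paper proposes 6 genes as master regulators.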

A gene ontology analysis based on biological processes of the associated targets for the six genes revealed that the targets for two of the putative regulators (Os.12583.1.S1_at annotated as expressed protein and Os.53449.1.A1_at annotated as OMP85 family protein) seemed to be highly enriched in certain functional categories (Supplementary Table S6 available at *JXB* online). No obvious enrichment was detected for the other four putative master regulators, indicating that these putative master regulators might be involved in diverse regulatory pathways.

**Fig. 2.**
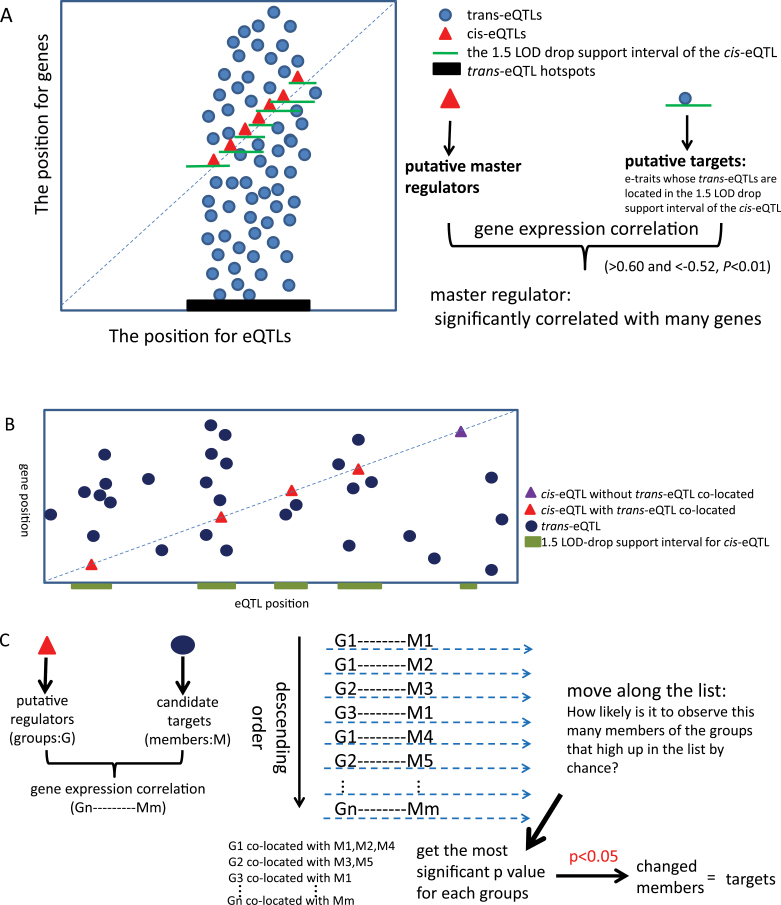
Schematic diagram of the procedure for identification of master regulators and construction of regulatory network for functionally related genes. (A) Identification of master regulators in the *trans*-eQTL hotspots by eQTL mapping. (B) eQTL map of functionally related genes. (C) The process of seeking master regulators and their targets according to the expression correlation between putative regulators and candidate targets for constructing a regulatory network (see main text for details).

**Table 2.** Information on the six putative master regulators genes, associated with more than 100 genes as targetsThe candidate regulators were suggested to be the gene with *cis*-eQTLs that co-mapped with *trans*-eQTLs of many co-expressed genes (*P*<0.01).

Regulator	*N* ^*a*^	Bin	Chr.	LOD^*b*^	Inf. Mb^*c*^	Sup. Mb^*d*^	Var^*e*^	Annotation^*f*^
Os.3539.1.S1_at	412	Bin851	6	5.61	2.89	4.50	7.45%	Vesicle-associated membrane protein, putative, expressed
Os.12583.1.S1_at	213	Bin389	3	14.77	8.66	9.53	22.27%	Outer-membrane protein, OMP85 family, putative, expressed
Os.53449.1.A1_at	204	Bin395	3	6.80	8.75	10.04	11.39%	Expressed protein
Os.9960.1.S1_at	145	Bin857	6	23.56	3.29	4.02	35.33%	WD-40 repeat family protein, putative, expressed
Os.16410.1.S1_s_at	127	Bin853	6	4.96	2.89	4.50	4.61%	BSD domain containing protein, expressed
Os.27513.1.A1_a_at	103	Bin36	1	5.45	4.75	6.04	5.17%	Phosphoenolpyruvate carboxylase, putative, expressed

^*a*^ *N*, the number of co-expression probe sets with *trans*-eQTLs located in the 1.5 LOD-drop interval of corresponding *cis*-eQTL of the e-trait.

^*b*^LOD, the LOD value for the *cis*-eQTL for the regulator.

^*c*^Inf.Mb, the inferior position for the 1.5 LOD-drop interval of *cis*-eQTLs.

^*d*^Sup.Mb, the superior position for the 1.5 LOD-drop interval of *cis*-eQTLs.

^*e*^Var, the expression variation explained by the *cis*-eQTL for the regulator.

^*f*^Annotation, the gene annotation for the regulator.

### Network construction for functionally related genes

Gene regulatory networks usually regulate the expression of arrays of genes in specific spatial and temporal patterns. To explore the feasibility of using the expression data to identify regulatory networks, we performed co-expression analysis of genes known to be involved in the long-day flowering pathway. Many studies have revealed that, as a short-day plant, rice flowering is regulated by both a short-day activation pathway and a long-day suppression pathway (Hayama *et al.*, 2003). Our RIL populations were planted in the rice growing season (May–September) in Wuhan, China, in which the natural day length is 13–14.5h (nearly a long day).

An iterative group analysis (iGA) algorithm (Breitling *et al.*, 2004; Keurentjes *et al.*, 2007) was used to analyse the e-trait expression profile to find master regulators of the flowering genes, based on the assumption that a concerted expression variation was controlled by the same regulator and that the functions of the genes were physiologically relevant. In this process (Fig. 2B, C), a putative local regulator gene that has a *cis*-eQTL co-located with a *trans*-eQTL was assigned a group name, and an e-trait with a *trans*-eQTL that co-mapped with the group was assigned as a member of the group. We first sorted the putative targets (members) according to the expression correlations with potential regulators (groups) in descending order, and moved along the list counting the targets of each candidate regulator. When a new target was encountered each time, we inquired: How likely is it that we would observe this many targets of the regulator that high up in the list by chance? For each group, we defined the probability of change (PC) value, which indicated how likely a regulator with *cis*-eQTL is to show a strong correlation with several members with *trans*-eQTLs of a selected group of genes. A regulatory group with a significant PC value (*P*<0.05) would be regarded as a regulator controlling the members contributing to this PC value.

We illustrated this procedure using the flowering regulation genes as an example. We identified 577 unique loci annotated as known or predicted genes in the category GO:0009908 (flower development), as well as ones known to be involved in flower development and the flowering time pathway from the literature (Supplementary Table S7 available at *JXB* online). There were 280 eQTLs associated with 177 of the 577 unique probe sets including 109 *cis*-eQTLs and 171 *trans*-eQTLs (Supplementary Table S8 available at *JXB* online). Sixty-one of the 109 genes with *cis*-eQTLs had a SI overlapping the SI of *trans*-eQTLs. We calculated expression correlations between the 61 genes (potential regulators) and 171 genes with *trans*-eQTLs (potential targets), which amounted to 7808 gene pairs when disregarding the genes that had both *cis-* and *trans-*eQTLs (Supplementary Table S9 available at *JXB* online). The correlation coefficients were rank ordered. iGA (Breitling *et al.*, 2004) was applied to select the most significant groups and the significant change targets contributing to PC value, which indicate how likely a regulator with *cis*-eQTL is to observe a strong correlation with several members with *trans*-eQTLs of a selected group of genes.

*Hd3a* and *RFT1*, essential for flowering in rice, share 91% identity in their deduced amino acid sequences and are located only 11.5kb apart on chromosome 6 (Komiya *et al.*, 2008). A *cis*-eQTL was detected for *RFT1*, but the expression variation of *Hd3a* mapped no significant locus. To avoid the obscuring effect of sequence identity between the genes, the expression levels of *RFT1* and *Hd3a* were recalculated using a subset of four probes selected from the 11 probes in the chip for each gene that had more than five SNPs between *RFT1* and *Hd3a*. With this analysis, the effect of the *cis*-eQTL for *RFT1* was greatly elevated with the LOD increasing from 7.33 to 76.02 (Supplementary Table S10 and Supplementary Fig. S4 available at *JXB* online), and the amount of variation explained from 9.9 to 12.3%. A *trans*-eQTL for *Hd3a* (LOD=5.2, *R* ^2^=9.2%), associated with Bin1006 (chromosome 7), emerged from this analysis (Supplementary Table S10 and Supplementary Fig. S5 available at *JXB* online). At the *cis*-eQTL for *RFT1* on chromosome 6, the Minghui 63 allele had a positive effect on *RFT1* expression. However, *RFT1* also had a *trans*-eQTL on chromosome 1, at which the Zhenshan 97 allele had a positive effect on *RFT1* expression. Consequently, the expression levels of *RFT1* did not seem to be very different in the two parents (Supplementary Fig. S6 available at *JXB* online). In contrast, the two parents showed large difference in the expression level of *Hd3a*, apparently due to the *trans*-eQTL on chromosome 7.

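Hd3a, a florigen gene of rice, was at 11.74 ± 0.32 (SD, n = 3) in Zhenshan 97 and at 8.50 ± 0.41 (SD, n = 3) in Minghui 63, a difference of -3.24 (Minghui 63 minus Zhenshan 97, standard error 0.25, adjusted p = 0.000138 from limma). All 3 arrays of Zhenshan 97 were above all 3 of Minghui 63 (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Of 17 measured genes of a list of florigens and floral regulators, written before the data were examined, 6 were higher in Minghui 63, 2 were higher in Zhenshan 97 and 9 did not pass the test (8 and 3 when adjusted over the list alone). The list had adjusted p = 0.201 from camera and adjusted p = 0.564 with an estimated correlation. Hd1, a CONSTANS-like regulator of heading date, was at 4.84 in Zhenshan 97 and 3.91 in Minghui 63 (difference -0.93, standard error 0.13, adjusted p = 0.00393 from limma). Both values lie below the median of the arrays, and how far they stand above background was not assessed. OsMADS15, a MADS-box gene of the floral transition, was at 8.55 and 11.57 (difference 3.02, standard error 0.59, adjusted p = 0.0236 from the same test), and its 3 other probe sets gave differences of 3.68, 3.05 and 1.24, each past the threshold. OsMADS50 was at 8.78 in both parents, with a difference of 0.01 (standard error 0.18). The calls of Hd3a and Hd1 held in every fit that tested them, and the other 6 calls of the list (Ghd7, OsMADS15, OsMADS22, OsMADS55, Ghd8 and OsMFT1) were each lost without at least 1 of the arrays, all 6 of them without Minghui 63 replicate 1. Over the RILs, Hd3a ranged from 5.79 to 11.85 with an SD 2.79 times that within the parents, and 14 lines lay below the mean of Minghui 63 and 3 above that of Zhenshan 97 (9 and 0 against the lowest and the highest parental array). 

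**Figure D2:**
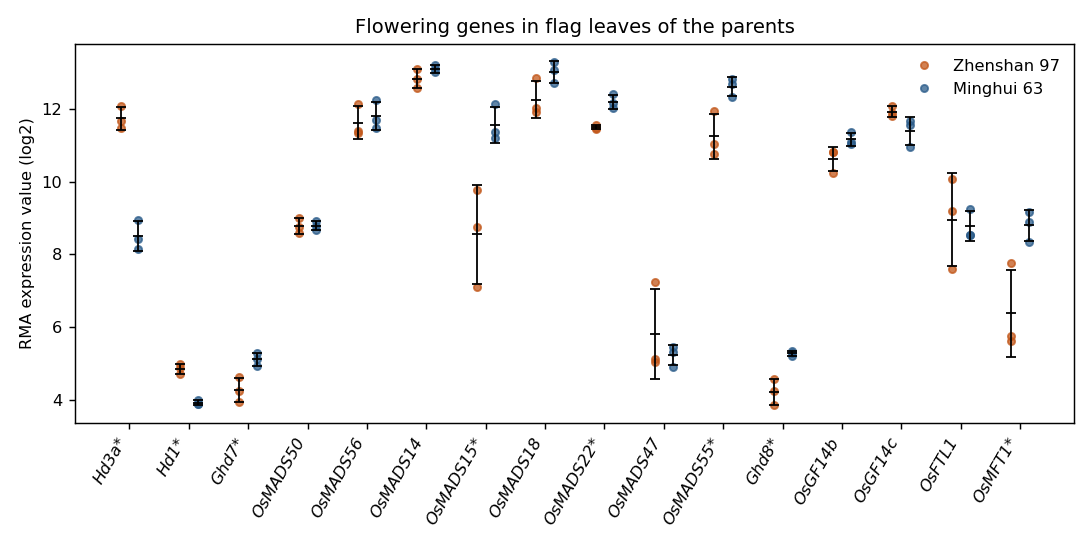
RMA expression values (log2, y axis) of flowering genes (x axis) on the 3 arrays of Zhenshan 97 and the 3 of Minghui 63, each point an array and each bar the mean ± SD. A star marks an adjusted p under 0.05 from limma. Hd3a is at 11.74 in Zhenshan 97 and 8.50 in Minghui 63.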

Eight obvious regulatory groups were identified (*P*<0.05) (Table 3) based on the iGA analysis, and the targets for each regulator are shown in Fig. 3, with the expression correlations displayed in Supplementary Table S11 available at *JXB* online. *Ghd7*, *Hd1*, and *RFT1* were identified as master regulators in this analysis, which were the *trans*-eQTLs for several flowering-related genes. 

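Correlations over the 210 RILs are given for 14 of the 24 pairs of a regulator and a target that were computed, with Ghd7, Hd1 and Os01g09590 as regulators. All 14 passed an adjusted p of 0.05, with the adjustment made over the 24 pairs, and the 13 of them drawn in Fig. 3 had the sign drawn there. The paper picked these targets by trans-eQTLs and correlations in the same RILs. Passing and sign thus repeat its selection and are no independent test. Os01g09590 was most strongly correlated with Os05g02420 (r = 0.597, rho = 0.612), OsCOP1, a light signalling gene (r = -0.580, rho = -0.594), and Os01g65650 (r = -0.511, rho = -0.543), each with a permutation p of 1e-05, the smallest the permutations can give, and an adjusted p of 1.71e-05. Without the 2 lines farthest from the median of the regulator these were 0.582, -0.564 and -0.506. Another probe set of Os01g65650 gave a weaker r of -0.253 with Os01g09590 (permutation p = 0.00026). Other probe sets of OsMSI1 and Os11g25160 gave 0.441 and 0.408, against 0.422 and 0.324 from those used. The values of 2 regulators fell into 2 clusters of lines by a normal mixture. For Ghd7 these were 104 lines around 4.16 and 106 lines around 5.47, and for Hd1 87 lines around 5.15 and the remaining lines around 4.41. The second component lowered the BIC from 515.7 to 459.5 for Ghd7 but only from 292.7 to 289.2 for Hd1. The clusters of Hd1 are thus weakly separated, and a correlation within them also spans a narrower range of Hd1. Os01g09590 showed no such clusters. A correlation within a cluster leaves out the contrast between the clusters, which the pooled one includes. Hd1 with OsMADS1, a gene of spikelet identity, had a pooled r of 0.362 (rho = 0.406), against 0.0861 and 0.0714 within the low and high cluster of Hd1 (adjusted p = 0.477 and 0.575), neither of which passed. With the first 5 principal components removed, 12 of the 14 pairs passed, 11 of the 13 kept the sign of Fig. 3 and 10 did both. Os01g09590 then had r of 0.262 with Os05g02420 and -0.204 with OsCOP1 (adjusted p = 0.00051 and 0.00471). The pairs that did not pass were Os01g09590 with OsMSI1, which fell from 0.422 to 0.00992 (adjusted p = 0.925), and with Os11g25160, which came to -0.00132 (adjusted p = 0.986), while Os01g65650 passed with the sign turned, at 0.149 (adjusted p = 0.0453).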

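Pooled over the 210 RILs as in the paper, Ghd7, a repressor of flowering under long days, and the florigen gene Hd3a had r = -0.288 (permutation p = 3e-05, adjusted p = 4.5e-05 over 24 pairs) and rho = -0.172 (permutation p = 0.0126). Without the 2 lines farthest from the median of Ghd7, r was -0.295. The lines form 2 clusters of Ghd7 expression. The 104 lines of the low cluster, around 4.16, lie at the level of Zhenshan 97 (4.26), which by the paper lacks the Ghd7 locus, so their signal is taken as background and the relation cannot be tested among them. Among the 106 lines of the high cluster r was -0.201 (permutation p = 0.0397, adjusted p = 0.143 over 18 correlations within clusters) and rho was -0.0788, without the contrast between the clusters that the pooled r includes.

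**Figure D3:**
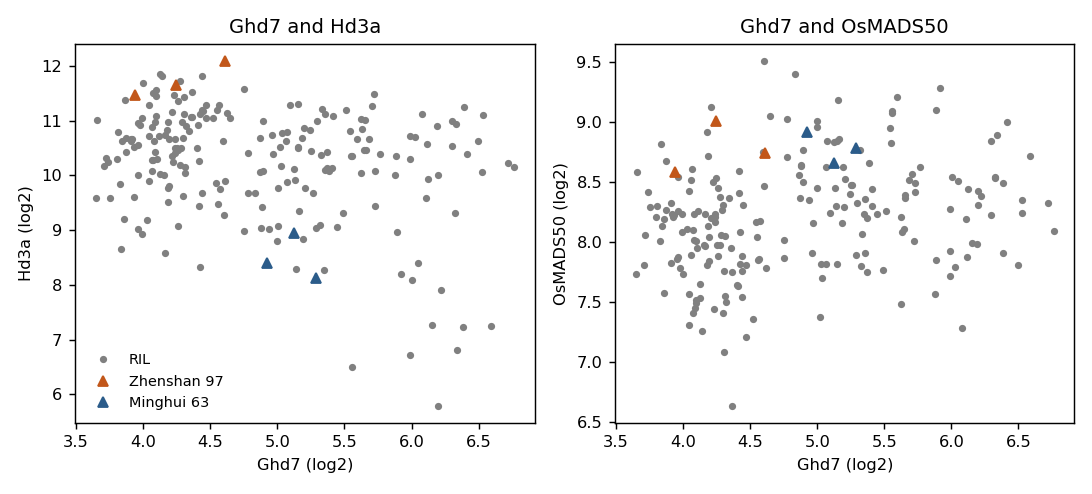
Expression of Ghd7 (x axis, log2) against Hd3a and OsMADS50 (y axes, log2), with each grey point 1 of the 210 RILs and each triangle a parental array. Hd3a reaches down to 5.79 in the RILs, and Ghd7 lies between 3.65 and 6.76.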

The *trans*-eQTL for *Hd3a* appeared to be *Ghd7* (cor=–0.30, *P*=8.63E–6). Several *trans*-eQTLs for flowering-related genes seemed to be *RFT1*, of which *OsMADS14* and *OsMADS15* were identified as targets of *RFT1* in a previous work (Komiya *et al.*, 2008, 2009). Meanwhile, *OsGF14b* and *OsGF14c*, two 14-3-3 proteins, act as intracellular receptors for rice *Hd3a* florigen (Taoka *et al.*, 2011), and were identified as the targets of *RFT1* in our results. This is in agreement with the conclusion that *RFT1* was the major regulator for long-day flowering (Komiya *et al.*, 2009). *Ehd1* and *OsMADS50*, confirmed as upstream regulators of *RFT1/Hd3a*, both had *trans*-eQTLs co-located with *Hd1* on chromosome 6. Highly significant negative expression correlations of *Hd1* with *Ehd1* (cor=–0.54, *P*=4.06E–17) and *OsMADS50* (cor=–0.27, *P*=7.51E–05) in 210 RILs indicated that they both were downregulated by *Hd1*, suggesting *Hd1* as a regulator of *Ehd1* and *OsMADS50*. 

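For Hd1 and OsMADS50, the pooled correlation over the 210 RILs was r = -0.27 (permutation p = 1e-04, adjusted p = 0.000126 over 24 pairs), with rho = -0.282 (permutation p = 3e-05) and r = -0.253 without the 2 lines farthest from the median of Hd1. Within the clusters of Hd1 expression, r was -0.283 in the low cluster (permutation p = 0.00156, adjusted p = 0.012 over 18 correlations within clusters) and -0.141 in the 87 lines of the high cluster (adjusted p = 0.382). Whether the 2 clusters differ was not tested. Ehd1 was not analysed here. From the trans-eQTL of OsMADS50 at the position of Hd1 together with the negative correlation, the paper proposes Hd1 as a regulator of OsMADS50.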

Others have reported that *Hd1* and *Ehd1* are independent in flowering regulation (Doi *et al.*, 2004; Takahashi *et al.*, 2009), and a more recent study showed that *Ehd1* appears to be negatively regulated and *Ghd7* was positively regulated by *Hd1* under long-day conditions (Song *et al.*, 2012), which seems to substantiate our network. 

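In the RILs of the present data, the pooled correlation of Hd1 with Ghd7 was r = 0.289 (permutation p = 5e-05, adjusted p = 7.06e-05 over 24 pairs), with rho = 0.254 (permutation p = 0.00025), and 0.280 without the 2 lines farthest from the median of Hd1. It was 0.165 within the low cluster of Hd1 (rho = 0.0898, adjusted p = 0.208) and -0.0329 within the high cluster (rho = -0.00278, adjusted p = 0.802), and neither passed. These clusters of Hd1 are only weakly separated.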

We obtained the 2kb genomic sequence upstream of the ATG site of *Ehd1* and *OsMADS50*, and found no difference between Zhenshan 97 and Minghui 63, suggesting that this 2kb sequence may not be the cause of the expression difference. In contrast, *OsMADS50* was positively regulated by *Ghd7* (cor=0.25, *P*=2.05E–4) with a *trans*-eQTL (LOD=14.1, *R* ^2^=20%) in the genomic position of *Ghd7*.

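OsMADS50 and Ghd7 had a pooled r of 0.254 over the 210 RILs (permutation p = 0.00027, adjusted p = 0.000309 over 24 pairs), with rho = 0.260 (permutation p = 0.00019) and r = 0.260 without the 2 lines farthest from the median of Ghd7. Within the high cluster of Ghd7 expression, which leaves out the contrast between the clusters, r was -0.104 (rho = -0.107, permutation p = 0.286, adjusted p = 0.428) and did not differ from 0 by this test. The low cluster, at the level of the parent that lacks the Ghd7 locus, was not used. OsMADS50 lay below the means of both parents in 88.6% of the RILs (exact 95% binomial interval 83.5% to 92.5%) and above both in 24 lines. Against the lowest and the highest parental array these were 81.4% of the RILs and 12 lines. The interval takes the parental means, each from 3 arrays, as fixed. OsMADS50 had a mean of 8.20 over the RILs, against 8.78 in each parent. Whether RIL and parental arrays differ in sampling or processing was not tested, so this offset is not attributed to genotype.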

**Table 3.** The eight regulatory groups identified in the analysis

Group^*a*^	Members^*b*^	Number changed^*c*^	*P* value changed^*d*^	Gene	MUS6.1
Os.15230.1.S1_at	24	19	1.14E–05	*RFT1*	LOC_Os06g06300
Os.10204.1.S1_at	10	7	1.08E–04	*Os01g09590*	LOC_Os01g09590
Os.12795.1.S1_at	2	2	7.68E–03	*OsPRR59*	LOC_Os11g05930
OsAffx.28467.1.S1_at	11	11	0.016	*Ghd7*	LOC_Os07g15770
Os.12674.1.S1_s_at	2	2	0.022	*Os03g11340*	LOC_Os03g11340
Os.1189.1.S1_at	6	6	0.032	*Hd1*	LOC_Os06g16370
Os.30077.2.S1_at	5	3	0.033	*Os03g16210*	LOC_Os03g16210
Os.2720.1.S1_at	3	1	0.042	*OsPEP*	LOC_Os10g41440

^*a*^Group, All local regulatory genes were classified as group names.

^*b*^Members, the number of e-traits with *trans*-eQTLs co-mapped with the corresponding group.

^*c*^Number changed, the number of candidate targets that may be controlled by the regulator.

^*d*^ *P* value changed, the probability of change, indicating the likelihood of observing the members of the group that high up in the list by chance.

**Fig. 3.**
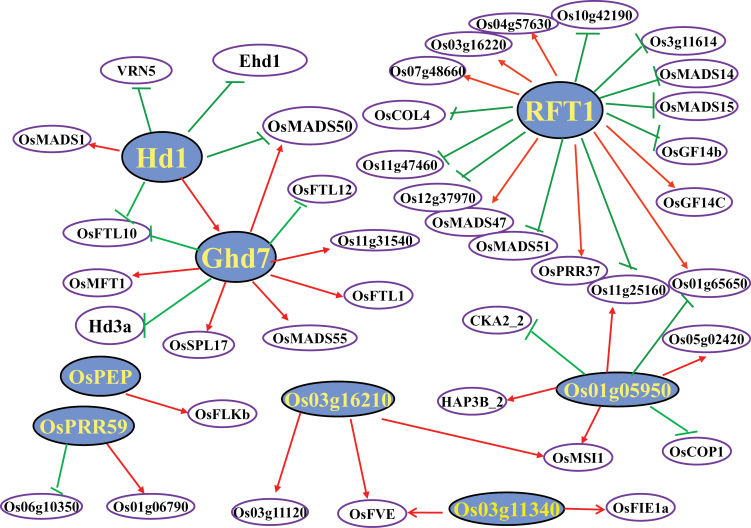
The regulatory network of genes involved in flower development and the flowering time pathway. Genes in yellow are putative regulators, while other genes connected to them in black are the candidate targets. Arrows indicate positive regulation and bars indicate negative regulation.

To confirm the network, we checked the transcript abundance of the candidate downstream targets for modulator of *Ghd7* using flag leaves at heading date from Zhenshan 97 and NIL (mh7), which have an identical genetic background except for the introgressed segment (Xue *et al.*, 2008). The qPCR results showed that the transcript levels of *OsFTL10*, *OsFTL12*, and *Hd3a* were lower in NIL(mh7) than in Zhenshan 97, while the reverse was the case for *OsMFT1*, *OsMADS50*, *OsMADS55*, and *OsMADS16* (Fig. 4). This was consistent with the result presented in the network analysis (Supplementary Table S11 available at *JXB* online). However, the situation for *11g31540* was different from the analysis of the population data (Fig. 3). Moreover, *OsSPL17* and *OsFTL1*, putative targets of *Ghd7* that were identified with very low correlations (0.19, *P*=0.007; 0.24, *P*=4.8E–4), did not show significantly different gene expression between NIL(mh7) and Zhenshan 97. These discrepancies may be due to differences in the genetic material (RILs vs NILs) and/or environmental factors, as the *cis*-eQTL for *Ghd7* could not fully explain the expression variation of the gene in the population (LOD=67.6, *R* ^2^=68.5%).

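In the RILs behind the network analysis, OsMFT1, a member of the MOTHER OF FT AND TFL1 family, had a pooled r of 0.387 with Ghd7 (rho = 0.355, permutation p of both 1e-05, the smallest the permutations can give). OsMADS55 had r = 0.278 (permutation p = 7e-05, rho = 0.256) and OsMADS16, a gene of stamen and lodicule identity, r = 0.265 (permutation p = 0.00014, rho = 0.227). Without the 2 lines farthest from the median of Ghd7 they were 0.388, 0.286 and 0.266. All 3 passed the adjustment over 24 pairs. Within the high cluster of Ghd7, OsMFT1 (r = 0.353, adjusted p = 0.00486) and OsMADS55 (r = 0.296, adjusted p = 0.012) also passed over 18 correlations, although OsMADS55 did not by rank (rho = 0.233, adjusted p = 0.0885), and OsMADS16 (r = 0.143, adjusted p = 0.318) did not. The low cluster, at the background signal of Ghd7, was not used.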

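Of these putative targets, OsFTL1 had a pooled r of 0.239 with Ghd7 over the 210 RILs (permutation p = 0.00058, adjusted p = 0.000633 over 24 pairs), with rho = 0.231 (permutation p = 0.0009) and r = 0.241 without the 2 lines farthest from the median of Ghd7. The 2 other probe sets of OsFTL1 gave 0.138 (permutation p = 0.0457) and 0.167 (permutation p = 0.0158). Within the high cluster of Ghd7, where the contrast between the clusters is left out, r was 0.121 (adjusted p = 0.392) and did not pass. OsSPL17 was not analysed here.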

**Fig. 4.**
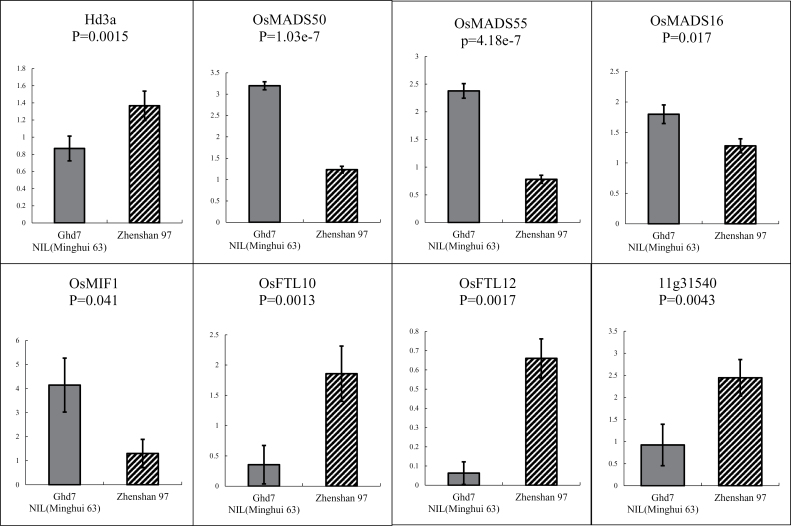
qPCR verification for the expression abundance of candidate targets in NIL(mh7) and Zhenshan 97. Flag leaves at the heading date were used for the analysis. The *y*-axis represents relative expression levels. Means ±standard error are based on six biological replicates.

### Application of cis-eQTLs for gene discovery of phenotypic traits

Genetic variations for gene expression and phenotypic quantitative traits are mostly the results of DNA sequence polymorphisms. Combining pQTL mapping with eQTL analysis may facilitate investigation of the molecular regulatory networks underlying quantitative traits. A gene with *cis*-eQTLs usually has functional polymorphisms in promoter and/or gene-coding regions, which may cause variations in gene expression levels and phenotypic effects. Indeed, phenotypic variations in a number of QTLs for phenotypic traits result from gene expression variation due to sequence polymorphisms (Chu *et al.*, 2006; Weng *et al.*, 2008; Li *et al.*, 2011). Flag leaves at the heading stage, the tissue used in this analysis, have a crucial role for rice yield. We thus used data for yield and yield-related traits for QTL mapping to identify candidate genes controlling the variation of the traits. With the ultrahigh-density SNP bin map, the LOD thresholds at *P*=0.05 ranged from 4.76 to 5.10 for 1000 permutation test, with an average LOD value of 4.97, and we selected 5.0 as the threshold for pQTLs (Supplementary Table S12 available at *JXB* online). We then calculated correlations between phenotypic trait scores and gene expression levels of e-traits with *cis*-eQTLs with SIs overlapping the corresponding pQTLs. The genes with significant correlations with the trait scores are shown for each trait in Supplementary Table S13 (available at *JXB* online). Interestingly, a pleiotropic QTL controlling the number of grains per panicle, plant height, heading date, yield per plant, and flag leaf width was shown to be associated with Bin1006 on chromosome 7. Three genes (*LOC_Os07g16030*, *LOC_Os07g15670*, and *LOC_Os07g15770*) with larger-effect *cis*-eQTLs were regarded as putative candidate genes, and exhibited significant correlations with the phenotypes of the four traits (Supplementary Table S14 available at *JXB* online). The cloned gene *Ghd7* (LOC_Os07g15770) has been shown to be a pleiotropic QTL for number of grains per panicle, plant height, heading date, and yield per plant (Xue *et al.*, 2008), and Zhenshan 97 lacked the *Ghd7* locus while Minghui 63 had a functional allele. This confirmed a *cis*-eQTL with a remarkable effect on the expression level of *Ghd7* (LOD= 67.6, *R* ^2^=68.5%).

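Ghd7, read from its probe set in Table 3, was at 4.26 ± 0.34 (SD, n = 3) in Zhenshan 97 and at 5.11 ± 0.18 (SD, n = 3) in Minghui 63, a difference of 0.85 (Minghui 63 minus Zhenshan 97, standard error 0.19, adjusted p = 0.0418 from limma; exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). All 3 arrays of Minghui 63 lay above those of Zhenshan 97, but the adjusted p rose above 0.05 without Zhenshan 97 replicate 1 (0.104) or 3 (0.132) and without Minghui 63 replicate 1 (0.162), 2 (0.053) or 3 (0.102). Over the RILs Ghd7 ranged from 3.65 to 6.76, with an SD 2.99 times that within the parents. Of the 210 lines, 80 lay above the mean of Minghui 63 (38.1%, exact 95% binomial interval 31.5% to 45.0%), and 65 above its highest array. The interval takes that mean, from 3 arrays, as fixed. As Zhenshan 97 lacks the locus by the paper, its signal is taken as background, the difference of 0.85 is measured against that background, and lines below Zhenshan 97 are not read as lower in expression. Both parental means lie below the median probe set of the arrays, which was near 5.23 in the RILs.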

## Discussion

Construction of a regulatory network is the basis for depicting regulation of gene expression at the whole-genome level, which is fundamental for an understanding of biological processes and the functions of both individual genes and the genome. A classical gene expression network is constructed based on one gene perturbation at a time, making use of genetic materials such as mutants and NILs. Although such analysis could provide reliable information on the immediate downstream target(s) of the perturbed gene, it may not be able to provide useful information for regulators and/or targets that are in more distant positions or upstream of the perturbed gene in the network. eQTL mapping seeks to understand the genetic basis of gene expression variation and identify causal relationships between gene expression and genetic variation by analysing multifactorial natural perturbations (Jansen and Nap, 2001; Logsdon and Mezey, 2010). However, like pQTLs, an eQTL corresponds to a genomic region of variable size, usually ranging from hundreds of kilobases to megabases, which still requires huge efforts to identify possible candidate genes.

In this study, we have presented a simple, yet effective method for gene regulatory network reconstruction using an eQTL-guided function-related co-expression analysis. We combined data for gene expression from a rice RIL population, gene functional annotation of prior knowledge and iGA with the co-expression level to identify candidate regulators. Such analysis is based on the hypothesis that a regulator in a high node of the network regulates many genes and would show *trans*-acting effects in the form of *trans*-eQTLs for many e-traits that show a correlated expression profile at the population level, and the targets and regulator would be involved in the same biological process.

We used genes involved in the flowering regulation as an example to demonstrate the utility of the method in constructing a gene regulatory network, and identified and validated with high confidence a number of elements and the pathways known to be involved in flowering regulation. Our results demonstrated that the strategy adopted here could precisely identify a putative regulator down to the single gene, representing a great improvement compared with ordinary eQTL analysis, which detected the *trans*-eQTL as an interval harbouring many genes. Compared with co-regulation analysis by simple correlations, the strategy here was able to provide a causal relationship between the co-expressed genes, which also represents a major improvement. In addition, the analysis revealed other genes in the network that have not been identified previously as elements in flowering regulation. Whether they really represent genes in the system that are yet to be discovered remains to be confirmed, but these may be used as clues for future experiments.

We further expanded such eQTL-guided co-expression analysis to the identification of candidate genes for pQTLs. The results also demonstrated the promise of this approach, which may lead to the identification of candidate genes controlling quantitative traits.

Another point to be discussed is that the tissue used in this study was flag leaf at the heading stage, at which time the plant is already flowering, well after flowering induction. This raises a question about the functions of these genes and the regulatory network, suggesting that they may also have functions in other biological processes besides flowering regulation. In fact, it has been shown that flowering-related genes often exhibit pleiotropic effects that cannot be explained by the extended length of the vegetative stage alone (Yan *et al.*, 2011, 2013). For example, *Ghd7* affects grain number, plant height, and heading date under long-day conditions (Xue *et al.*, 2008), and was also reported as controlling flag leaf area (Tan *et al.*, 2012). Combination of *Hd1* and *Ehd1* in rice can reduce the number of primary branches in a panicle, resulting in smaller spikelet numbers per panicle (Endo-Higashi and Izawa, 2011). Pleiotropic effects of ﬂowering-related genes have also been reported in other plants. *Arabidopsis LHP1* controls developmental pathways involved in organ and cell size (Gaudin *et al.*, 2001). The potato tuberization transitions are controlled by two different FT-like paralogues (*StSP3D* and *StSP6A*) that respond to independent environmental cues (Navarro *et al.*, 2011). Another observation is that flowering-related genes are not only expressed in the panicle, but also in the leaf, sheath, stem, hull, shoot, seedling, and even roots (Supplementary Fig. S7 available at *JXB* online) (Wang *et al.*, 2010b). All this evidence suggests that these firmly regarded ‘flowering genes’ have more functions than just flowering induction. However, whether the compositions and architectures of the regulatory networks in terms of the genes and pathways are the same in different processes remain to be determined.

Gene expression is a dynamic process depending on development stages, and different tissues or cells, as well as genetic backgrounds and growth environments (Jiao *et al.*, 2009; Wang *et al.*, 2010b). Thus, the results and interpretations of the eQTL analysis are also valid in terms of the tissues from which the RNA samples were collected. Whether the regulatory network and/or co-expression relationships between the genes identified in a single tissue study are tissue specific, or are to some extent also valid in other tissues, remains to be investigated.

It should also be noted that the outcome of the eQTL detection is critically dependent on the genetic composition of the mapping population defined by the polymorphisms between the parents. For example, Komiya *et al.* (2009) confirmed that the *OsMADS50*–*Ehd1*–*RFT1* pathway is involved in floral activation under long-day conditions. However, no *cis*-eQTL was detected for either *OsMADS50* or *Ehd1*, probably because of no sequence difference in the promoter regions of these genes between the parents of our population. Consequently, neither *OsMADS50* and *Ehd1* was identified as a *trans*-eQTL for other e-traits, and hence were not suggested as regulators by the eQTL analysis. Clearly, the parental genotypes pose a limiting factor for the extent to which the components in the regulatory network can be discovered in the analysis. Multiple populations of diverse parents may be used to provide complementary information for the network construction.

A further challenge is to identify the *cis*-acting element in each case that regulates the expression variation of the e-trait, or the causal agent of the *cis*-eQTL. The definition of *cis*-effect in eQTL analyses is somewhat arbitrary, varying from 5Mb (Morley *et al.*, 2004) to 10kb of the gene (Yvert *et al.*, 2003), or a 1.5 LOD-drop SI of the QTL (Keurentjes *et al.*, 2007). In principle, a *cis*-eQTL should be caused by polymorphisms within a neighbouring range of the gene, including polymorphisms within the gene itself that alter the *cis*-acting elements or sites for mRNA stability, or polymorphisms between parents in the promoter region (Heap *et al.*, 2009; Smith *et al.*, 2011). The above definition does not exclude the possibility that the regulatory element may act *in trans*, as in the case of the *AMN1* gene in *Saccharomyces cerevisiae* that was found to be a local but *trans*-acting through feedback regulation due to a coding polymorphism in its transcript (Ronald *et al.*, 2005). In any case, it is essential to find sequence polymorphisms between the parents and associate such polymorphisms with the expression level variation of the gene for identifying the *cis*-acting elements of the e-traits.

The large number of regulators and the regulatory network identified in the study only provide a starting point for understanding the system. Although we have illustrated that some are supported by results from previous studies, huge effort is needed experimentally to confirm any of the master regulators and the regulatory network.

## Supplementary data

Supplementary data is available at *JXB* online.

Supplementary Fig. S1. An example of a flag leaf harvested at the heading stage.

Supplementary Fig. S2. The distribution of e-traits and probe sets with locus support in the genome.

Supplementary Fig. S3. Distribution of *R* ^2^ values for *cis*-eQTLs and *trans*-eQTLs individually.

Supplementary Fig. S4. LOD curve for expression variation that was calculated with the full set of probe sets and modified probe sets of *RFT1* and *Hd3a* on chromosome 6.

Supplementary Fig. S5. LOD curve for expression variation, which was calculated with the full set of probe sets and modified probe sets of *RFT1* and *Hd3a* on chromosome 7.

Supplementary Fig. S6. Gene expression levels for *RFT1* and *Hd3a* in Zhenshan 97 and Minghui 63 of three biological replicates.

Supplementary Fig. S7. Heatmap of the global development stage of the flowering-related genes identified in our network.

Supplementary Table S1. Primers used in qPCR analysis for the candidate targets expression in NIL(mh7) and Zhenshan 97.

Supplementary Table S2. Numbers of observed and expected e-traits in 1619 bins.

Supplementary Table S3. Details of 13 647 significant gene expression quantitative trait loci (eQTLs) (*P*≥0.05), affecting the expression of 10 725 rice unique probe sets.

Supplementary Table S4. Information on observed *trans*-eQTLs, expected *trans*-eQTLs, and e-traits with *cis*-QTLs in 1619 bins.

Supplementary Table S5. The significant master candidate regulators.

Supplementary Table S6. The enrichment gene ontology (GO) terms for significantly associated targets for six master regulators.

Supplementary Table S7. Information on 577 unique loci involved in flowering time and development.

Supplementary Table S8. *Cis* and *trans*-eQTL identification of flowering-associated genes.

Supplementary Table S9. Total number of unique correlation pairs: 7808 for 61 candidate regulators and 171 potential targets.

Supplementary Table S10. Gene expression for *RFT1* and *Hd3a* was recalculated with the full set of probe sets and modified probe sets with probes with less than five SNPs removed between *RFT1* and *Hd3a*.

Supplementary Table S11. Expression correlation for regulator and corresponding targets.

Supplementary Table S12. The statistics of 25 pQTLs identified using the ultrahigh-density SNP bin map.

Supplementary Table S13. The most significant candidate genes for each trait.

Supplementary Table S14. Correlation between phenotypic traits and e-traits with *cis*-eQTL in the SI of QTL controlling corresponding traits.

Supplementary Data

## Abbreviations:

eQTL: expression quantitative trait locus
iGA: iterative group analysis
LOD: logarithm of the odds
NIL: or nearly isogenic line
PC: probability of change
qPCR: real-time quantitative PCR
pQTL: phenotypic quantitative trait locus
RIL: recombinant inbred line
SI: support interval
SNP: single-nucleotide polymorphisms
SR: standardized residue.

## References

[CIT0001] Bar-JosephZGerberGKLeeTI 2003 Computational discovery of gene modules and regulatory networks. Nature Biotechnology 21, 1337–134210.1038/nbt89014555958

[CIT0002] BreitlingRAmtmannAHerzykP 2004 Iterative Group Analysis (iGA): a simple tool to enhance sensitivity and facilitate interpretation of microarray experiments. BMC Bioinformatics 5, 341505003710.1186/1471-2105-5-34PMC403636

[CIT0003] BromanKWWuHSenSChurchillGA 2003 R/qtl: QTL mapping in experimental crosses. Bioinformatics 19, 889–8901272430010.1093/bioinformatics/btg112

[CIT0004] ChuZYuanMYaoJ 2006 Promoter mutations of an essential gene for pollen development result in disease resistance in rice. Genes & Development 20, 1250–12551664846310.1101/gad.1416306PMC1472899

[CIT0005] DavidsonEHRastJPOliveriP 2002 A genomic regulatory network for development. Science 295, 1669–16781187283110.1126/science.1069883

[CIT0006] DoiKIzawaTFuseTYamanouchiUKuboTShimataniZYanoMYoshimuraA 2004 Ehd1, a B-type response regulator in rice, confers short-day promotion of flowering and controls FT-like gene expression independently of Hd1. Genes & Development 18, 926–9361507881610.1101/gad.1189604PMC395851

[CIT0007] Endo-HigashiNIzawaT 2011 Flowering time genes *Heading date 1* and *Early heading date 1* together control panicle development in rice. Plant and Cell Physiology 52, 1083–10942156590710.1093/pcp/pcr059PMC3110884

[CIT0008] Espinosa-SotoCPadilla-LongoriaPAlvarez-BuyllaER 2004 A gene regulatory network model for cell-fate determination during *Arabidopsis thaliana* flower development that is robust and recovers experimental gene expression profiles. Plant Cell Online 16, 2923–293910.1105/tpc.104.021725PMC52718915486106

[CIT0009] FlassigRJHeiseSSundmacherKKlamtS 2013 An effective framework for reconstructing gene regulatory networks from genetical genomics data. Bioinformatics 29, 246–2542317575710.1093/bioinformatics/bts679

[CIT0010] GaudinVLibaultMPouteauSJuulTZhaoGLefebvreDGrandjeanO 2001 Mutations in *LIKE HETEROCHROMATIN PROTEIN 1* affect flowering time and plant architecture in Arabidopsis. Development 128, 4847–48581173146410.1242/dev.128.23.4847

[CIT0011] GiladYRifkinSAPritchardJK 2008 Revealing the architecture of gene regulation: the promise of eQTL studies. Trends in Genetics 24, 408–4151859788510.1016/j.tig.2008.06.001PMC2583071

[CIT0012] HansenBGHalkierBAKliebensteinDJ 2008 Identifying the molecular basis of QTLs: eQTLs add a new dimension. Trends in Plant Science 13, 72–771826282010.1016/j.tplants.2007.11.008

[CIT0013] HayamaRYokoiSTamakiSYanoMShimamotoK 2003 Adaptation of photoperiodic control pathways produces short-day flowering in rice. Nature 422, 719–7221270076210.1038/nature01549

[CIT0014] HeapGATrynkaGJansenRCBruinenbergMSwertzMADinesenLCHuntKAWijmengaCVanheelDAFrankeL 2009 Complex nature of SNP genotype effects on gene expression in primary human leucocytes. BMC Medical Genomics 2, 11912847810.1186/1755-8794-2-1PMC2628677

[CIT0015] JansenRCNapJP 2001 Genetical genomics: the added value from segregation. Trends in Genetics 17, 388–3911141821810.1016/s0168-9525(01)02310-1

[CIT0016] JiaoYTaustaSLGandotraN 2009 A transcriptome atlas of rice cell types uncovers cellular, functional and developmental hierarchies. Nature Genetics 41, 258–2631912266210.1038/ng.282

[CIT0017] KeurentjesJJFuJTerpstraIR 2007 Regulatory network construction in Arabidopsis by using genome-wide gene expression quantitative trait loci. Proceedings of the National Academy of Sciences, USA 104, 1708–171310.1073/pnas.0610429104PMC178525617237218

[CIT0018] KliebensteinD 2009 Quantitative genomics: analyzing intraspecific variation using global gene expression polymorphisms or eQTLs. Annual Review of Plant Biology 60, 93–11410.1146/annurev.arplant.043008.09211419012536

[CIT0019] KomiyaRIkegamiATamakiSYokoiSShimamotoK 2008 Hd3a and RFT1 are essential for flowering in rice. Development 135, 767–7741822320210.1242/dev.008631

[CIT0020] KomiyaRYokoiSShimamotoK 2009 A gene network for long-day flowering activates RFT1 encoding a mobile flowering signal in rice. Development 136, 3443–34501976242310.1242/dev.040170

[CIT0021] LiYFanCXingY 2011 Natural variation in GS5 plays an important role in regulating grain size and yield in rice. Nature Genetics 43, 1266–12692201978310.1038/ng.977

[CIT0022] LiuWMMeiRDiX 2002 Analysis of high density expression microarrays with signed-rank call algorithms. Bioinformatics 18, 1593–15991249044310.1093/bioinformatics/18.12.1593

[CIT0023] LivakKJSchmittgenTD 2001 Analysis of relative gene expression data using real-time quantitative PCR and the 2^–ΔΔCT^ method. Methods 25, 402–4081184660910.1006/meth.2001.1262

[CIT0024] LogsdonBAMezeyJ 2010 Gene expression network reconstruction by convex feature selection when incorporating genetic perturbations. PLoS Computational Biology 6, e10010142115201110.1371/journal.pcbi.1001014PMC2996324

[CIT0025] MorleyMMolonyCMWeberTMDevlinJLEwensKGSpielmanRSCheungVG 2004 Genetic analysis of genome-wide variation in human gene expression. Nature 430, 743–7471526978210.1038/nature02797PMC2966974

[CIT0026] NavarroCAbelendaJACruz-OroECuellarCATamakiSSilvaJShimamotoKPratS 2011 Control of flowering and storage organ formation in potato by FLOWERING LOCUS T. Nature 478, 119–1222194700710.1038/nature10431

[CIT0027] PotokinaEDrukaALuoZWiseRWaughRKearseyM 2008 Gene expression quantitative trait locus analysis of 16 000 barley genes reveals a complex pattern of genome-wide transcriptional regulation. The Plant Journal 53, 90–1011794480810.1111/j.1365-313X.2007.03315.x

[CIT0028] RonaldJBremRBWhittleJKruglyakL 2005 Local regulatory variation in Saccharomyces cerevisiae. Plos Genetics 1, e251612125710.1371/journal.pgen.0010025PMC1189075

[CIT0029] SchenaMShalonDDavisRWBrownPO 1995 Quantitative monitoring of gene expression patterns with a complementary DNA microarray. Science 270, 467–470756999910.1126/science.270.5235.467

[CIT0030] SchmidMDavisonTSHenzSRPapeUJDemarMVingronMScholkopfBWeigelDLohmannJU 2005 A gene expression map of *Arabidopsis thaliana* development. Nature Genetics 37, 501–5061580610110.1038/ng1543

[CIT0031] ShinozakiKYamaguchi-ShinozakiKSekiM 2003 Regulatory network of gene expression in the drought and cold stress responses. Current Opinion in Plant Biology 6, 410–4171297204010.1016/s1369-5266(03)00092-x

[CIT0032] SmithRMAlachkarHPappACWangDMashDCWangJCBierutLJSadeeW 2011 Nicotinic α5 receptor subunit mRNA expression is associated with distant 5′ upstream polymorphisms. European Journal of Human Genetics 19, 76–832070014710.1038/ejhg.2010.120PMC2995013

[CIT0033] SongYGaoZLuanW 2012 Interaction between temperature and photoperiod in regulation of flowering time in rice. Science China Life Sciences 55, 241–2492252752110.1007/s11427-012-4300-4

[CIT0034] TakahashiYTeshimaKMYokoiSInnanHShimamotoK 2009 Variations in Hd1 proteins, Hd3a promoters, and Ehd1 expression levels contribute to diversity of flowering time in cultivated rice. Proceedings of the National Academy of Sciences, USA 106, 4555–456010.1073/pnas.0812092106PMC264797919246394

[CIT0035] TanCWengXYYanWHBaiXFXingYZ 2012 Ghd7, a pleiotropic gene controlling flag leaf area in rice. Yi Chuan 34, 901–9062280521710.3724/sp.j.1005.2012.00901

[CIT0036] TanPKDowneyTJSpitznagelJrELXuPFuDDimitrovDSLempickiRARaakaBMCamMC 2003 Evaluation of gene expression measurements from commercial microarray platforms. Nucleic Acids Research 31, 5676–56841450083110.1093/nar/gkg763PMC206463

[CIT0037] TaokaKOhkiITsujiH 2011 14–3-3 proteins act as intracellular receptors for rice Hd3a florigen. Nature 476, 332–3352180456610.1038/nature10272

[CIT0038] TerpstraIRSnoekLBKeurentjesJJPeetersAJvan den AckervekenG 2010 Regulatory network identification by genetical genomics: signaling downstream of the Arabidopsis receptor-like kinase ERECTA. Plant Physiology 154, 1067–10782083372610.1104/pp.110.159996PMC2971588

[CIT0039] van NoortVSnelBHuynenMA 2003 Predicting gene function by conserved co-expression. Trends in Genetics 19, 238–2421271121310.1016/S0168-9525(03)00056-8

[CIT0040] WangJYuHXieWXingYYuSXuCLiXXiaoJZhangQ 2010a A global analysis of QTLs for expression variations in rice shoots at the early seedling stage. The Plant Journal 63, 1063–10742062665510.1111/j.1365-313X.2010.04303.x

[CIT0041] WangLXieWChenY 2010b A dynamic gene expression atlas covering the entire life cycle of rice. The Plant Journal 61, 752–7662000316510.1111/j.1365-313X.2009.04100.x

[CIT0042] WangZGersteinMSnyderM 2009 RNA-Seq: a revolutionary tool for transcriptomics. Nature Reviews Genetics 10, 57–6310.1038/nrg2484PMC294928019015660

[CIT0043] WengJGuSWanX 2008 Isolation and initial characterization of GW5, a major QTL associated with rice grain width and weight. Cell Research 18, 1199–12091901566810.1038/cr.2008.307

[CIT0044] WestMAKimKKliebensteinDJvan LeeuwenHMichelmoreRWDoergeRWSt ClairDA 2007 Global eQTL mapping reveals the complex genetic architecture of transcript-level variation in Arabidopsis. Genetics 175, 1441–14501717909710.1534/genetics.106.064972PMC1840073

[CIT0045] XueWXingYWengX 2008 Natural variation in Ghd7 is an important regulator of heading date and yield potential in rice. Nature Genetics 40, 761–7671845414710.1038/ng.143

[CIT0046] YanWLiuHZhouX 2013 Natural variation in Ghd7.1 plays an important role in grain yield and adaptation in rice. Cell Research 23, 969–9712350797110.1038/cr.2013.43PMC3698629

[CIT0047] YanWWangPChenH 2011 A major QTL, Ghd8, plays pleiotropic roles in regulating grain productivity, plant height, and heading date in rice. Molecular Plant 4, 319–3302114862710.1093/mp/ssq070

[CIT0048] YuHXieWWangJXingYXuCLiXXiaoJZhangQ 2011 Gains in QTL detection using an ultra-high density SNP map based on population sequencing relative to traditional RFLP/SSR markers. PLoS ONE 6, e175952139023410.1371/journal.pone.0017595PMC3048400

[CIT0049] YvertGBremRBWhittleJAkeyJMFossESmithENMackelprangRKruglyakL 2003 Trans-acting regulatory variation in *Saccharomyces cerevisiae* and the role of transcription factors. Nature Genetics 35, 57–641289778210.1038/ng1222

[CIT0050] ZengZB 1993 Theoretical basis for separation of multiple linked gene effects in mapping quantitative trait loci. Proceedings of the National Academy of Sciences, USA 90, 10972–1097610.1073/pnas.90.23.10972PMC479038248199

[CIT0051] ZengZB 1994 Precision mapping of quantitative trait loci. Genetics 136, 1457–1468801391810.1093/genetics/136.4.1457PMC1205924

[CIT0052] ZhangBHorvathS 2005 A general framework for weighted gene co-expression network analysis. Statistical Applications in Genetics and Molecular Biology 4, 112810.2202/1544-6115.112816646834

# Supplementary material for: An expression quantitative trait loci-guided co-expression analysis for constructing regulatory network using a rice recombinant inbred line population
**Source:** J Exp Bot. 2014 Jan 13;65(4):1069–79. doi: 10.1093/jxb/ert464
**Supplement:** Supplementary Data

An expression quantitative trait loci-guided co-expression analysis for constructing regulatory network using a rice recombinant inbred line population — An expression quantitative trait loci-guided co-expression analysis for constructing regulatory network using a rice recombinant inbred line population — Supplementary Data 

# An expression quantitative trait loci-guided co-expression analysis for constructing regulatory network using a rice recombinant inbred line population

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

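Expression was measured in flag leaves at heading of 210 RILs, with 1 array each, and of Zhenshan 97 and Minghui 63, with 3 arrays each. The deposited values are log2 RMA expression values per probe set, which the authors made from the array files with RMA and the affy package by the submitters' processing notes. Their versions and the array's annotation release are not given in the sources used here. No value was renormalized, and all 216 arrays were used. Because the files start at probe set level, the present calls by which the paper chose its e-traits, the recalculation of Hd3a from selected probes and the eQTL mapping itself were not repeated. The probe sets with the highest median over the RILs, as many as the paper's e-traits, took the place of the e-traits. The number of arrays limits the precision of the parental values.

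The parents were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) over 57258 probe sets, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes also had an exact permutation test of the difference in means. Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01. Correlations over the RILs were computed in Python 3.11.15 with numpy 2.4.6, each with a two-sided permutation p from 100000 resamples, adjusted over the 24 pairs of a family. Of these, 14 are given, and the other pairs were computed and kept in the adjustment but are not reported here. A regulator was taken to have 2 clusters of lines where a normal mixture of 2 components had the lower BIC, each held at least 6 lines and Ashman's D was over 2. The correlation was then given within clusters too, except in the low cluster of Ghd7, at the level of the parent that by the paper lacks the locus, and the pooled one because it is the paper's measure. Targets of a regulator were counted at the paper's thresholds of 0.60 and -0.52.

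Gene names came from the table that pairs probe sets with genes, with symbols updated through the gene table of assembly ASM3414082v1, and from Tables 2, 3 and S3. No coordinate of that assembly is given, and positions are those of MSU 6.1 in Table S3. Of that table the first 1998 of 13647 rows were used, so no overlap or enrichment was tested. Genes were named by a rule fixed beforehand. It takes every gene the paper names whose probe set could be found, the 10 largest parental differences in each direction with a name or description, the 5 highest and 5 lowest targets of the chromosome 1 regulator, and members of the lists. A gene with several probe sets was read from the one the paper names or else the one with the highest mean. The target Os11g25160 was first read from another probe set than this rule gives, and was then set to the one the rule gives.

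The routines were tested on simulated data. For the parents, 100 of 57258 simulated probe sets were changed by 1 on the log2 scale and 100 by 2. Of these, limma called 38.0% and 83.0%, with 2.42% of its calls false. In the real comparison 3043 passed, which makes the adjustment less strict, so these shares do not give its power. For correlations over 210 lines, the share of unrelated pairs with a permutation p under 0.05 was 0% of the first 100 pairs, and their number was then raised to 400 (2.75%) and to 1000 (3.4%) with the same seed. A true correlation of 0.25 was found in 95.0% of 100 pairs.

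Alternatives set beforehand were the variance trend, a filter on dim probe sets, quantile normalization, the replicate number as a block, each parental replicate left out, Spearman correlation, other probe sets, other percentiles, the interval overlap and removal of the first 5 principal components or of the 3'/5' differences of control probe sets. Removal of blocks of 10 lines in the order of their numbers, and thresholds from random pairs after removal of the components, were added after seeing the data. After a first run, the comparison of neighbouring lines was changed to centre both sets of e-traits alike, the spread that judges the cis and trans medians became the SD over fits with 1 array left out, and Hd1 was left out of the correlations among flowering and clock genes. Phenotypes and quantitative PCR were not analysed here.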

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

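Of the tests in this part, the comparison of the shares of Minghui 63 signal from higher and from lower probe sets was chosen after the result was seen. Between the parents, which the paper compares for Hd3a, 3043 of 57258 probe sets differed at an adjusted p under 0.05 from limma, 1637 higher in Minghui 63 and 1406 higher in Zhenshan 97. Among them are 29.5% of the e-traits with a cis-eQTL and 14.9% of those with a trans-eQTL in the part of Table S3 used here. The count is listed here because it covers probe sets beyond the genes whose parental expression the paper discusses. Of the 10 splits of the 6 arrays into 3 and 3, 1 (the real one) gave as many, and the highest of the others gave 0, but 10 splits are too few for a share under 0.05. Each of the others mixes the parents, which puts the parental difference into the spread. Probe sets could hardly pass in them, so they lend the count no weight. The count rests on single arrays, with 1949 without Zhenshan 97 replicate 1, 1849 without Zhenshan 97 replicate 3 and 1545 without Minghui 63 replicate 1. The balance turned without Zhenshan 97 replicate 2, where 1563 were higher in Minghui 63 and 1854 higher in Zhenshan 97. Non-overlapping values of the parents were found for 13051 probe sets (22.8%, where chance gives 10%).

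Zhenshan 97 replicate 2 lay closer to Minghui 63 than the other arrays of its parent, with correlations of 0.920, 0.884 and 0.919 with the Minghui 63 arrays, against 0.862 to 0.884 for Zhenshan 97 replicates 1 and 3. If RNA of Minghui 63 were in the sample, probe sets at least 4 higher in Minghui 63 would carry its share. That share was 0.243% on replicate 2 and at most 0.0884% on the others, short of the 3 times set beforehand, so a trace cannot be told apart from none. As the whole of the shift, a mixture is argued against, because the share from probe sets lower in Minghui 63 was 26.1% and the share from the higher ones was 0.931% of that. The share from the lower probe sets varies between arrays, with -12.2% on replicate 1 and 5.08% on replicate 3. A shift along a main axis of the RILs stays open, since the deviation of replicate 2 correlated across e-traits at 0.409 with the second principal component, between the bounds of 0.2 and 0.5 set beforehand. E-traits are not independent replicates. A biological difference between the plants of this replicate was not tested.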

How the results depend on the processing

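The replicate numbers of the parents do not pair the arrays, since arrays of the same number deviated with correlations of -0.233, -0.291 and -0.120. With the replicate block, 2309 probe sets differed between the parents, and Ghd7 kept its difference of 0.85 but had an adjusted p of 0.105. The count was 3129 with no trend, 2163 among only the brightest probe sets, 3014 after quantile normalization and 2188 with an absolute difference over 1, and ranged from 1545 (without Minghui 63 replicate 1) to 3417 (without Zhenshan 97 replicate 2) when 1 array was left out. More were higher in Minghui 63 in each of these fits except that without Zhenshan 97 replicate 2 (1563 against 1854). The difference of Ghd7 then ranged from 0.69 to 1.02, with an adjusted p above 0.05 in 5 of 6 such fits and a range of 0.016 to 0.162. Fewer arrays lower the power of these fits, and the cause was not tested otherwise. Hd3a passed in every fit. Of 97 named parental genes, 18 lost their call without Minghui 63 replicate 1 and 8 with the replicate block, and none reversed. Many of the 97 had not passed in the main fit and had no call to lose. The share of calls lost is thus larger than these numbers out of 97. The camera calls of photosynthesis and chlorophyll breakdown were lost with an estimated correlation, with adjusted p = 0.564 and 0.285. For the root marker, a single gene, no correlation between genes can be estimated.

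Of 85 alternatives for the flowering pairs, some of them for counts over all pairs, 82 kept their result. For a single pair that means both the sign and the call. The 14 flowering pairs all passed with Spearman correlation, without the 2 farthest lines, with the 3'/5' differences removed and with blocks of 10 lines removed, an alternative chosen after seeing the data. With the first 5 principal components removed 12 passed. Os01g09590 with OsMSI1 (0.00992) lost the call, with Os11g25160 (-0.00132) it lost the call and turned in sign, and with Os01g65650 (0.149) it passed with the sign turned. These components can hold regulation as well as technical variation, and the cause was not tested. Random pairs gave -0.495 and 0.578 at the 1st and 99th percentile, -0.432 and 0.508 over all probe sets, -0.367 and 0.449 without 5 components and -0.527 and 0.612 without blocks. LOC_Os01g11054 had 70 targets at the thresholds of the random pairs computed here, where 0 e-traits with a cis-eQTL had over 100, 65 by Spearman, 2 without 5 components and 192 without blocks, and 0 other e-traits with a cis-eQTL had 20 to 100 targets without 5 components. At the percentiles of random pairs after removal of 5 components, 0.449 and -0.367, an alternative chosen after seeing the data, it had 9 targets, and 2 other e-traits had 20 to 100. Genome-wide numbers of the regulators of Table 2, by bin, were without 5 components 11 (Bin851), 38 (Bin389), 1 (Bin395), 17 (Bin857), 37 (Bin853) and 5 (Bin36), at the percentiles of random pairs after that removal 2.97% (Bin851), 2.50% (Bin389), 0.848% (Bin395), 1.34% (Bin857), 2.75% (Bin853) and 1.04% (Bin36) of all other e-traits, and without blocks 572 for that of Bin395 and 935 for that of Bin36.

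Against the highest and lowest parental array in place of the means, lines above numbered 0 for Hd3a, 65 for Ghd7 and 12 for OsMADS50, and lines below 9 for Hd3a and 20 for Ghd7 (where the lowest array is one of Zhenshan 97, at background), as a wider reference makes them. The median parental difference was 0.64 (cis) and 0.53 (trans) for eQTLs of at least 20% of the variation, and ranged from 0.50 to 0.55 (cis) and from 0.40 to 0.51 (trans) with 1 array left out. The correlation of the 3 candidate genes of Bin1006 was not run, because 2 of them were not named in the tables used here. Signal over background was not assessed, since RMA values carry none. The Ghd7 signal of Zhenshan 97 is called background only because the paper states that this parent lacks the locus.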

Differences from the paper's values

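The random pairs of e-traits gave 0.633 for the upper threshold, where the paper's value is 0.60. For the lower one they gave -0.538, a size of 0.538, where the paper's value has a size of 0.52 and the same sign. Both lie outside by more than the SD over 20 draws. None of the alternatives set before the data were examined came within that SD of the paper's values, with 0.578 and -0.495 at the 1st and 99th percentile, 0.508 and -0.432 over all probe sets, 0.629 and -0.537 by Spearman and 0.449 and -0.367 without the first 5 principal components. The e-traits were chosen here by median in place of present calls.

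The paper's text and its Table 2 give the annotations of the regulators of Bin389 and Bin395 the other way round, and Fig. 3 labels the regulator Os01g09590 of Table 3 with another locus number.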

Other observations

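Among probe sets with a gene name or an informative description, the largest difference between the parents in each direction lay outside the flowering list. Pi21 was higher in Minghui 63 by 5.90 (adjusted p = 0.000106 from limma, rank 19 by size among all probe sets higher there). OsNramp1, a metal transporter, was higher there by 4.67 (adjusted p = 0.00163, rank 54). OsEIL1, of the ethylene signalling family, was lower there, at -7.28 (adjusted p = 4.27e-06, rank 6 among all those lower). All 3 had the same order on all 6 arrays. Of the 10 largest named differences in each direction, 7 of those higher in Minghui 63 and 6 of those higher in Zhenshan 97 kept their call in every fit. Of 6 genes of chlorophyll breakdown and senescence, 2 were higher in Zhenshan 97 (3 when adjusted over the list alone), 0 were higher in Minghui 63 and 4 did not pass. SGR, which starts chlorophyll breakdown, differed by -1.71 (adjusted p = 0.00687), and NYC1 by -0.73 (adjusted p = 0.0384), a call lost without any 1 of 5 of the 6 arrays. The list had adjusted p = 0.0382 from camera and adjusted p = 0.285 with an estimated correlation. Of 10 photosynthesis genes, 1 was higher in Minghui 63 (Lhca4, by 0.42, also 1 when adjusted over the list alone, and lost without any 1 of 5 of the arrays) and 9 did not pass, with adjusted p = 0.046 and adjusted p = 0.564 with an estimated correlation. The clock list (OsPRR1 of 8 higher in Zhenshan 97, by -2.16, lost without Minghui 63 replicate 1, and 2 when adjusted over the list alone) and chlorophyll synthesis (PORA of 7 higher in Minghui 63, by 2.37, lost without Zhenshan 97 replicate 1, and 2 when adjusted over the list alone) did not pass camera, both with adjusted p = 0.378. Of 5 sucrose and starch genes 0 passed limma, and OsSUT1 alone had an unadjusted p under 0.05 (0.0136). Of 5 defence genes 0 passed, and PR1b (0.0253) and WRKY62 (0.0272) had an unadjusted p under 0.05. Both lists had adjusted p = 0.337 from camera and 0 genes when adjusted over the list alone. Among markers of other tissue, 3 of 10 spikelet genes differed (4 when adjusted over the list alone), OsMADS1 by -2.97, OsMADS3 by 1.12 and OsMADS16 by 1.09, the last 2 lost without Minghui 63 replicate 1 (camera adjusted p = 0.767, with a median difference of 0.01 and a camera direction towards Zhenshan 97), and the 1 root gene measured, Lsi1, by -1.65 (also 1 when adjusted over the list alone), a single gene for which a list test adds nothing.

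Over the RILs, the 5 defence genes varied together most closely, with a median pairwise r of 0.363, at the 99.96th percentile of random lists matched on mean expression. Chlorophyll synthesis (0.177, percentile 98.7), flowering (0.0564, percentile 97.9) and sucrose and starch (0.173, percentile 97.5) also lay high, and photosynthesis (0.0818, percentile 50.0), chlorophyll breakdown (0.0823, percentile 91.4), clock (0.0513, percentile 84) and spikelet genes (0.0154, percentile 77.8) did not reach the 95th. Of 253 pairs among 23 flowering and clock genes, 150 (59.3%) passed the adjusted p of 0.05. The weakest of these had an absolute r of 0.152, which 50.2% of random pairs of e-traits reach, so the count alone sets these genes little apart. The strongest, OsGF14b with OsPRR1, had r = -0.679 (rho = -0.678), and -0.0897 with the first 5 principal components removed. OsGF14c with OsPRR1 (rank 4) likewise fell from 0.600 to 0.0257 and OsGF14b with OsPRR59 (rank 7) from 0.562 to -0.0368, whereas OsPRR37 with OsPRR73 (rank 2) went from 0.642 to 0.555. Hd3a with OsMFT1 (rank 8) had r = -0.549 (rho = -0.508, permutation p of both 1e-05, the smallest the permutations can give), -0.550 without the 2 farthest lines and -0.457 with these components removed. Among the 1347 trans-eQTLs used, 259 (19.2%) belonged to loci numbered on chromosome 1 itself, and among the 77 that explained at least 20% of the variation 48 (62.3%) did, a count made after the data were seen.

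Lines with neighbouring numbers had alike expression, with a mean correlation of 0.118 over neighbouring pairs against -0.00481 in random orders (permutation p = 0.000999 from 1000 orders, the smallest they can give). The mean was 0.0464 for lines 2 places apart and 0.0117 for lines 10 places apart. The labels tie the numbers to no condition, and do not say whether they follow the order of planting or processing. Such an order was not tested and stays open. If neighbours were related by descent, e-traits with a strong cis-eQTL would show at least as large an excess. Theirs was 0.0706, below the 0.123 of all e-traits but more than 2 SD (0.0315 each) above 0, so relatedness stays open. Removal of the 3'/5' differences of control probe sets took away 11.7% of the excess, between the bounds set beforehand, and leaves RNA quality open as a part. The difference of the actin control correlated at 0.425 between neighbouring lines, and those of GAPDH and EF1a at -0.0741 and -0.0155. With every e-trait scaled to SD 1 the excess was 0.184 and 0.0773, an analysis added after the data were seen.

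Random pairs of e-traits reached large correlations, and the test of RNA quality for this was chosen after the result was seen. Removal of the 3'/5' differences narrowed the range of random pairs by 0.253%, under the tenth set as a bound. The median of 200 sets of differences of random probe sets of the same mean expression was 4.31%, with the controls at percentile 6.5. Such random differences keep variation that a difference within 1 gene cancels, so this percentile is no evidence. The small narrowing itself argues against RNA quality, as read from these controls, as the main source. The difference of the actin control correlated at -0.333 with the third principal component and at 0.240 with the fifth, so a part is not excluded. Removal of the mean of 10 spikelet markers narrowed it by 0.316%. These markers did not vary together (median pairwise r of 0.0154) and had medians from 3.005 to 8.62, so their mean does not measure a share of spikelet tissue, and this explanation stays open. Removal of the 8 clock genes narrowed the range by 9.43%, less than the 18.2% at the median of 200 random gene sets of the same size and mean expression, at percentile 3 of them. Random genes carry the shared variation whatever its cause, and the clock genes took away less of it. This argues against time of day, as read from these genes, as the main source, and does not exclude it as a part. The first principal component held 12.2% of the variance. The defence list had a median r of 0.471 with it, at percentile 99.4 of matched random lists. Photosynthesis (0.177, percentile 98.1) and flowering (0.179, percentile 95.55) also lay high, and the other lists lay between percentiles 15.9 and 59.4. The 3'/5' differences of the actin, GAPDH and EF1a controls correlated with it at 0.0332, -0.0683 and 0.150. These values do not settle what it stands for, and shared genetic regulation remains among the open explanations.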
